A study of Homo sapiens with 3 samples.

How the data were processed

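The data were 3 droplet-based single-cell libraries (10x Genomics, 5′ expression) of peripheral blood cells labelled as B cells, from 1 patient with CLL. The authors deposited a single table of whole-number counts, which are UMIs per gene and cell, without normalization. The aligner, its version, the genome build, the annotation and the filters applied to cells are not given in the sources used here, and no coordinates are printed. Of the 17642 gene symbols, 13664 matched a symbol of the reference annotations and 1105 more matched an older name. Symbols are given as the table has them. Of the genes, 1916 had no UMI in any cell.

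Each cell was assigned to its library by the number at the end of its barcode, which matches the library titles. No column was left without a library. The titles do not say at which visit a library was drawn, so all 3 libraries stayed unassigned. No comparison between groups and no test was made. Libraries 1 and 2 shared 5 barcode sequences, libraries 1 and 3 shared 2, and libraries 2 and 3 shared 2.

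Counts were summed per library and divided by the library's total to give CPM. Summed counts carry exact Poisson intervals and shares of cells carry exact binomial (Clopper-Pearson) intervals, both at 95% and both covering counting error only. A count of 0 was given an upper limit of 3 counts. The totals of 2135229 to 19558643 UMIs set the precision, and library 2 gives the narrowest intervals. Depth per cell was equalized, where stated, by drawing 1000 UMIs from each cell without replacement and leaving out shallower cells.

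The range of a gene over the libraries was the log2 ratio of its highest to its lowest CPM, with a library under 3 counts set to 3 counts. For the 2569 genes at or under 3 counts in every library, this range is only the ratio of the library totals. Gene lists were fixed before the data were examined and covered immediate early genes, NF-kB and B cell receptor targets, interferon genes, proliferation, the BCL2 family, migration and adhesion, and CLL surface genes. Each list was set against 10000 random lists matched within a window of 100 genes of like mean CPM. Cell type markers were fixed in the same way. JCHAIN was read under its older name IGJ, and SDC1 and TRAC were not analysed here.

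Results on light chain class, heavy chain isotype and the concentration of variable genes had been set out beforehand. They are not analysed here, because the counts used hold no immunoglobulin constant or variable genes.

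Single genes were named by a rule fixed beforehand. It took the 3 most abundant and the 2 widest-ranging genes of a list, the 10 most abundant genes, the 10 widest-ranging genes with at least 100 UMIs, and the 3 genes of largest fold in each cluster. For the fold, a gene needed 30 UMIs in the cluster and the other cells were set to at least 3 counts, values chosen after the data were examined. Genes that describe a person (39 genes, such as HLA genes and sex-linked genes) were left out. EBF1, ROR1, CD3D, CD3E, CD3G, LYZ, S100A8, S100A9, NKG7, TNFRSF13B, STAG3, IGLL5 and MIR155HG, where named below without belonging to the rule, were chosen after their values were seen.

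For clustering, cells with at least 200 genes, at least 500 UMIs and at most 10% mitochondrial UMIs were kept, which removed 779 cells, all by the mitochondrial limit. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without immunoglobulin, HLA, mitochondrial, ribosomal protein and sex-linked genes, were reduced to 30 principal components. A graph of 15 nearest neighbours, weighted by shared neighbours, was partitioned with the Leiden algorithm at a resolution of 0.5. Doublets were not removed in the main analysis. As an alternative, Scrublet was run within each library and called 8 of 705, 3 of 3230 and 17 of 465 cells. A rate of 0.0929% in library 2 is too low for the caller to have worked there, so doublets in library 2 were in effect untreated.

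The range statistic and the clustering were tested on simulated data before use. With 200 of 8944 genes changed by a log2 value of 2 in library 2, the median range of the changed genes was 2.02 and 97.5% of them were among the 200 widest. Simulated cells of 2 profiles gave 2 clusters with an adjusted Rand index of 0.984, and cells of 1 profile gave 1 cluster.

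Alternatives covered the cell filter, cells with a UMI of another cell type, thinning, the total used for CPM, the mean over cells in place of summed counts, the gene minimum (1, 20 and 500 UMIs), scaling by TMM and DESeq2 size factors, the resolution (0.3 and 1.0), the variable genes, each library alone, doublets, and the number of cell cycle genes required. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scanpy 1.11.5, leidenalg 0.10.2 and scikit-learn 1.9.0, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, used for their scaling factors only.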

Results

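Gene expression was measured in single B cells from the peripheral blood of 1 patient with chronic lymphocytic leukemia (CLL), a cancer of mature B cells. The cells were captured in droplets, and the 5′ ends of their transcripts were counted with unique molecular identifiers (UMIs), so that each count stands for 1 captured molecule. There were 3 libraries, named here by the number that ends their cell barcodes. The series describes blood drawn before treatment and at later visits, but no label ties a library to a visit. The libraries were therefore not placed in groups, no library was compared with another as a time point, and no test was made. With 1 library of each kind there were no replicates. Except for intervals over drawn cells and for median depth, every interval below is a 95% interval for counting error only. Cells were not treated as replicates of a library.

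The table held 17642 genes and 5179 cells. Library 1 had 768 cells and 2996741 UMIs, library 2 had 3904 cells and 19558643 UMIs, and library 3 had 507 cells and 2135229 UMIs. The median number of UMIs per cell was 3780 in library 1, 4749.5 in library 2 and 4073 in library 3. The median number of genes detected per cell was 1214, 1459 and 1312 in libraries 1, 2 and 3. Mitochondrial genes took a median of 6.98% of a cell's UMIs in library 1, 8.18% in library 2 and 6.57% in library 3. No cell exceeded 14.98% mitochondrial UMIs. Ribosomal protein genes took a median of 38.2%, 36.6% and 38.1%. Restricting the data to cells with at most 10% mitochondrial UMIs, at least 200 genes and at least 500 UMIs left 705, 3230 and 465 cells. With that filter the median in library 2 was 4805.5 UMIs per cell.

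The labels describe the cells as B cells, and the marker genes were read first to check this. CD79A, a subunit of the B cell receptor complex, had at least 1 UMI in 97.7% of the cells of library 1 (exact binomial interval 96.3 to 98.6%), 98.8% in library 2 (98.4 to 99.1%) and 96.4% in library 3 (94.4 to 97.9%). Its level was 1545 counts per 1000000 UMIs of the library (CPM) in library 1, 1527 CPM in library 2 and 1593 CPM in library 3. After each cell was thinned to 1000 UMIs, which left out 3, 1 and 1 cells, the shares were 74.4%, 75.8% and 72.5%. This was the alternative that moved the shares most. The summed level of the 7 B cell markers was 24367 CPM in library 1 (Poisson interval 24190 to 24544 CPM), 19909 CPM in library 2 (19847 to 19972 CPM) and 23948 CPM in library 3 (23741 to 24156 CPM). Most of that sum was CD74, at 21302, 17422 and 20706 CPM.

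The T cell, NK cell, monocyte, platelet and red cell markers were low. Free RNA in the droplets was not measured. LYZ, a monocyte gene, had UMIs in 7.55% of the cells of library 1, 0.717% of library 2 and 5.52% of library 3. The T cell markers summed to 17.4 CPM in library 1 (12.96 to 22.8 CPM), 2.25 CPM in library 2 (1.63 to 3.02 CPM) and 18.7 CPM in library 3 (13.4 to 25.5 CPM). The NK cell markers summed to 22.7 CPM (17.6 to 28.8 CPM), 3.68 CPM (2.88 to 4.64 CPM) and 43.6 CPM (35.2 to 53.4 CPM) in the same order. The monocyte markers summed to 78.8 CPM (69.0 to 89.5 CPM), 5.47 CPM (4.48 to 6.61 CPM) and 61.4 CPM (51.3 to 72.8 CPM). The platelet markers summed to 22.4 CPM (17.3 to 28.4 CPM), 0.358 CPM (0.144 to 0.737 CPM) and 42.2 CPM (33.9 to 51.8 CPM). The red cell markers summed to 9.68, 1.18 and 0.937 CPM. The plasma cell markers summed to 212, 201 and 166 CPM, most of it MZB1, which had UMIs in 40.1%, 40.4% and 29.8% of the cells. The dendritic cell markers summed to 103, 107 and 77.7 CPM, most of it LILRA4, which had UMIs in 17.3%, 26.4% and 14.6% of the cells.

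The most abundant genes by mean CPM were EEF1A1, CD74, MALAT1, RPL41, MT-CO1, RPS27, RPLP1, MT-CO2, RPL10 and RPS12. The 10 highest genes of each library took 14.8% of its UMIs in library 1, 13.3% in library 2 and 14.6% in library 3. MALAT1 had the widest range of these genes, at 21084 CPM in library 1, 12967 CPM in library 2 and 19439 CPM in library 3.

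The spread between libraries was measured over the 8944 genes with at least 100 UMIs in all. The median over genes of the log2 ratio of the highest to the lowest library was 0.46, and the 90th percentile was 1.10. Simulated libraries of the same totals and a single shared profile gave 0.25 and 0.64, which is what counting error alone gives. Single libraries hold no measure of the spread between preparations. The choice of gene minimum moved the median most, to 0.76 with every gene that had a UMI. Pearson's correlation of log2(CPM + 1) across these genes was 0.947 for libraries 1 and 2, 0.976 for libraries 1 and 3 and 0.930 for libraries 2 and 3. Spearman's correlation was 0.926, 0.962 and 0.905. These correlations are across genes, which are not independent replicates.

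The genes with the widest range were PPBP, BCL7A, FMOD, CTLA4, RP11-685N3.1, CNFN, SNX22, CYBB, LCN10 and RPRML. FMOD had 2 UMIs in library 1, 1982 UMIs in library 2 and 2 UMIs in library 3. Its level in library 2 was 101 CPM, 152-fold that of library 1 (counting interval 42.0 to 1255) and 108-fold that of library 3 (29.9 to 894). CTLA4 had 1338 UMIs in library 2, in 25.8% of its cells, and 0 UMIs in the 768 cells of library 1 and the 507 cells of library 3. A count of 0 allows a share of cells with a UMI of up to 0.391% in library 1 and 0.592% in library 3. With the other library set to 3 counts, CTLA4 was 68.3-fold higher in library 2 than in library 1. Against library 3 it was 48.7-fold higher. The lower limits of the counting intervals were 55.5-fold and 39.5-fold. The other 8 genes were lowest in library 2. RP11-685N3.1 stood at 509 CPM in library 1 (483 to 535 CPM), 7.67 CPM in library 2 (6.49 to 8.999 CPM) and 460 CPM in library 3 (432 to 490 CPM). In the clustered cells, it had 2384 UMIs in cluster 5, described below, and 176 elsewhere. Cluster 5 held 12.6%, 0.433% and 25.4% of libraries 1, 2 and 3, so the low level in library 2 goes with that share. BCL7A stood at 28.4 CPM (22.7 to 35.1 CPM), 0.511 CPM (0.245 to 0.940 CPM) and 54.3 CPM (44.9 to 65.2 CPM). PPBP, a platelet gene, rested on 48, 4 and 57 UMIs.

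**Figure D1:**
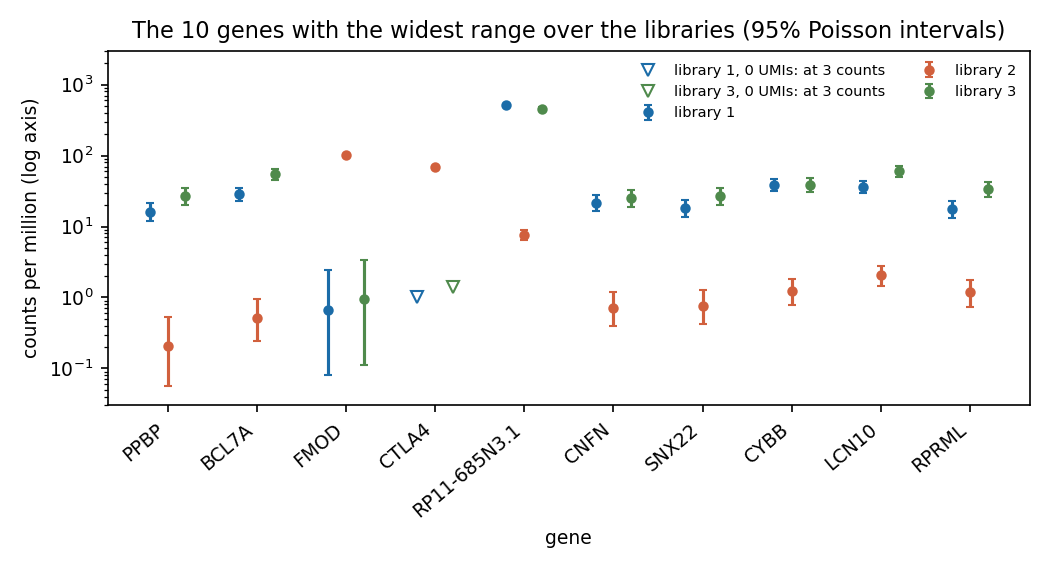
CPM (log axis) of the 10 genes with the widest range over the libraries, 1 point per library, with 95% exact Poisson intervals. Open triangles mark 0 UMIs and are drawn at the level of 3 counts. FMOD and CTLA4 were highest in library 2, at 101 and 68.4 CPM, and the other 8 genes were lowest there.

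Fixed gene lists were then read as sets. For each list, the median log2 range over the libraries was placed among 10000 random lists of the same size matched on mean CPM. The resulting percentile describes these libraries and is not a test. The CLL surface list had a median log2 range of 1.02, at the 100th percentile, against 0.32 for the random lists. The migration and adhesion list had a median of 0.88 at the 99.93th percentile. The list of NF-kB and B cell receptor targets had a median of 1.01 at the 99.87th percentile, and the BCL2 family list had a median of 0.85 at the 99.49th percentile. The interferon list followed with 0.69 at the 95.1th percentile. The immediate early list, at 0.42 and the 73.9th percentile, and the proliferation list, at 0.49 and the 17.2th percentile, were not set apart by their medians. The median of the immediate early list hides wide members. Its 2 widest, EGR1 and FOSB, had log2 ranges of 4.51 and 3.28 on few UMIs. EGR1 stood at 4.67, 1.28 and 29.0 CPM in libraries 1, 2 and 3, and FOSB at 5.34, 0.818 and 7.96 CPM. Thinning moved a list median most, from 0.49 to 0.89 for the proliferation list, which contains genes with almost no UMIs.

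Within the CLL surface list the members moved in opposite directions, so that the summed levels were close, at 3267 CPM in library 1 (3202 to 3332 CPM), 3545 CPM in library 2 (3518 to 3571 CPM) and 3269 CPM in library 3 (3193 to 3347 CPM). CD200 had the widest range, at 31.0 CPM in library 1 (25.05 to 38.0 CPM), 88.6 CPM in library 2 (84.5 to 92.9 CPM) and 18.7 CPM in library 3 (13.4 to 25.5 CPM). LEF1 stood at 54.7 CPM (46.7 to 63.8 CPM), 115 CPM (110 to 120 CPM) and 27.6 CPM (21.0 to 35.6 CPM). MS4A1, which encodes CD20, went the other way, at 538 CPM (512 to 565 CPM), 253 CPM (246 to 260 CPM) and 565 CPM (533 to 598 CPM). In the clusters described below, MS4A1 stood at 1255 and 520 CPM in clusters 4 and 5. It stood at 204, 111 and 352 CPM in clusters 1, 2 and 3. Clusters 4 and 5 held 41.7%, 2.41% and 54.2% of the filtered cells of libraries 1, 2 and 3. The lower level in library 2 therefore goes with that mix and does not show less MS4A1 in its other cells.

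**Figure D2:**
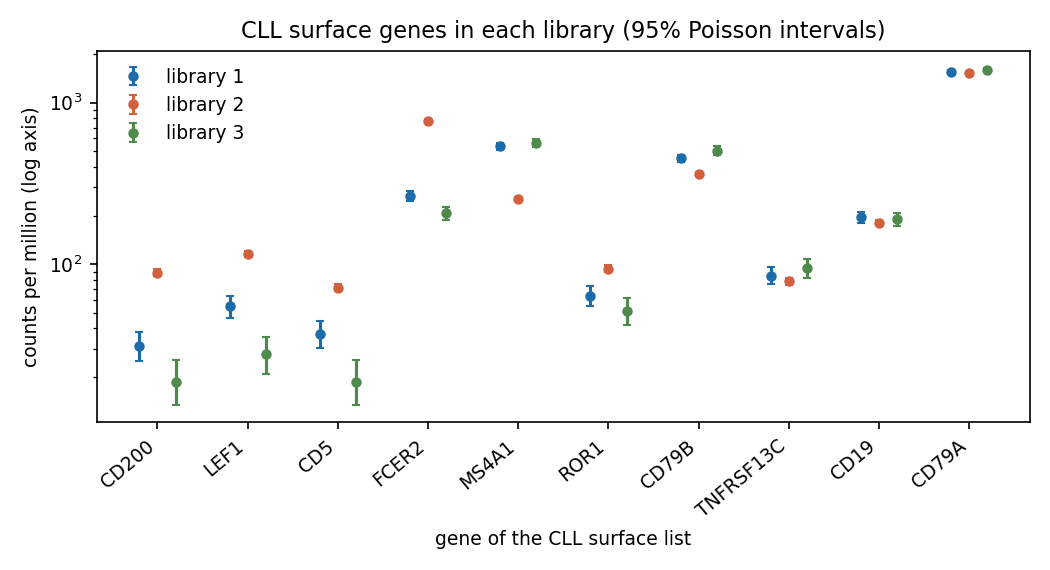
CPM (log axis) of the 10 genes of the CLL surface list, 1 point per library, with 95% exact Poisson intervals. CD200 and LEF1 were highest in library 2, at 88.6 and 115 CPM, while MS4A1 was lowest there, at 253 CPM.

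The BCL2 family list summed to 594 CPM in library 1 (566 to 622 CPM), 965 CPM in library 2 (951 to 979 CPM) and 584 CPM in library 3 (552 to 618 CPM). PMAIP1 had the highest mean of that list, at 248, 491 and 246 CPM. The migration and adhesion list summed to 1786, 2195 and 1958 CPM. Its widest member, ITGA4, stood at 44.05 CPM (36.9 to 52.2 CPM), 1.69 CPM (1.16 to 2.37 CPM) and 46.8 CPM (38.1 to 57.0 CPM). The NF-kB and B cell receptor target list summed to 1202, 1105 and 1296 CPM. Its members also moved apart, with CD69 at 276, 510 and 292 CPM and NR4A1 at 105, 15.1 and 155 CPM. In the clustered cells, NR4A1 had 808 UMIs in cluster 4, described below, and 49 elsewhere. Cluster 4 held 29.1%, 1.98% and 28.8% of libraries 1, 2 and 3. The low NR4A1 level of library 2 therefore goes with its small share of that cluster. CCL3, which the naming rule also picked, had 0, 2 and 0 UMIs, and no fold is given for it. The interferon list summed to 773, 691 and 614 CPM, the immediate early list to 4881, 4608 and 4957 CPM, and the proliferation list to 655, 727 and 580 CPM. Under CPM, TMM, DESeq2 size factors and a reduced total, the order of the libraries differed for 16 of the 147 genes checked, and no direction is given here for any of those 16.

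Cycling cells were counted by the number of 8 cell cycle genes with a UMI. Cells with at least 2 of them numbered 0 of 768 in library 1, 1 of 3904 in library 2 and 0 of 507 in library 3. The counts of 0 allow shares of up to 0.391% and 0.592%, and the share in library 2 was 0.0256% (0.00065 to 0.143%). After thinning no cell reached 2 genes. Asking for 1 gene moved the shares most, to 1.30%, 1.28% and 0.986%. MKI67 and BIRC5 had no UMI in any of the 5179 cells, which allows a share of cells with a UMI of up to 0.0579%. Since few molecules of a cell are captured, these shares do not limit the share of cells that cycle.

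Clustering of the 4400 filtered cells gave 5 clusters, numbered by size. Cluster 1 held 3.40% of the cells of library 1 (exact binomial interval 2.19 to 5.02%), 81.2% of library 2 (79.8 to 82.6%) and 1.72% of library 3 (0.746 to 3.36%). Cluster 2 held 54.9% (51.1 to 58.6%), 0.991% (0.679 to 1.40%) and 44.1% (39.5 to 48.7%) of the same libraries. Cluster 3 held 0 of 705 cells, 15.4% (14.1 to 16.6%) and 0 of 465 cells, where the counts of 0 allow up to 0.426% and 0.645%. Cluster 4 held 29.1% (25.7 to 32.6%), 1.98% (1.53 to 2.52%) and 28.8% (24.7 to 33.2%). Cluster 5 held 12.6% (10.3 to 15.3%), 0.433% (0.237 to 0.726%) and 25.4% (21.5 to 29.6%). A cluster made mostly of 1 library may be that library and not a kind of cell, which applies to clusters 1 and 3. The number of clusters moved most with the resolution, to 8 at a resolution of 1.0.

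The clusters were described by the genes with the largest fold over the other cells. These were RP5-1033H22.2, RP1-159A19.4 and RHBDL1 for cluster 1, all low in level, and RPRML, COL18A1 and PPBP for cluster 2. They were PYCR1, SUSD1 and AK1 for cluster 3, PPP1R14A, GALNTL6 and CCDC85A for cluster 4, and RP11-685N3.1, SFRP2 and CD9 for cluster 5. No cluster was given the name of a cell type. The median depth ran from 3664.5 UMIs per cell in cluster 2 to 5584 in cluster 3.

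**Figure D3:**
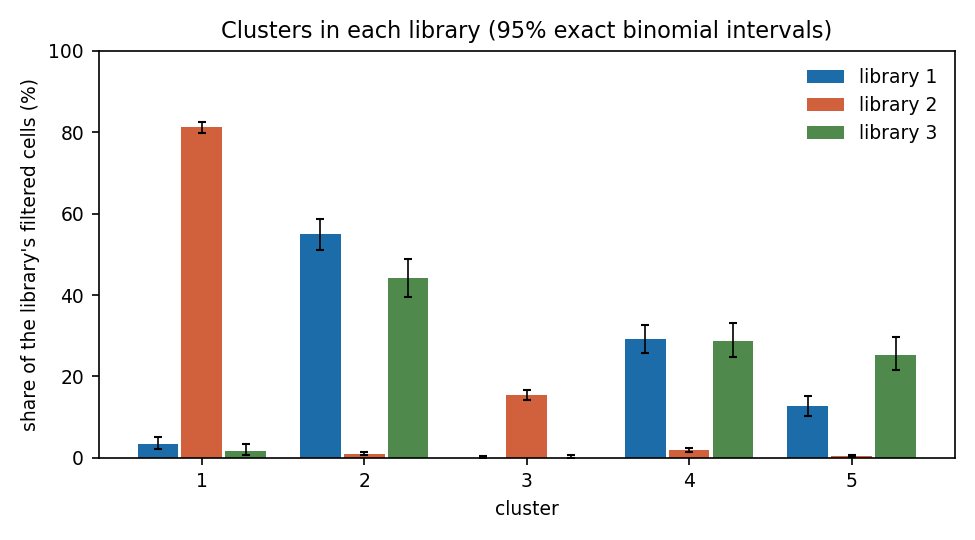
Share of each library's filtered cells (percent) in each of the 5 clusters, 1 bar per library, with 95% exact binomial intervals. Clusters 1 and 3 held 81.2% and 15.4% of library 2, and clusters 2, 4 and 5 held most cells of libraries 1 and 3.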

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

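The alternatives were set out before the data were examined, except clustering without the CLL surface list, EBF1, CTLA4 and FMOD, which was chosen after seeing the data, as were thinning for the correlations and the other clusterings of cluster 2 given below. None of these values comes from a test, so a value is called unchanged here when it stayed within its interval. That is a counting interval, or for median depth an interval over cells. Light chain, heavy chain and variable gene results were not run.

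The depth per cell changed under the cell filter in library 2, to a median of 4805.5 UMIs and 1473 genes, and the other 10 values of depth stayed within their intervals. Library 2 had the most cells and so the narrowest intervals. The median of library 3 moved from 4073 to 4130 UMIs and stayed within its wider interval. For B cell identity, thinning lowered the share of cells with a CD79A UMI to 74.4%, 75.8% and 72.5% in libraries 1, 2 and 3, since fewer UMIs per cell were read. A CPM total without immunoglobulin, ribosomal protein and mitochondrial genes raised the summed B cell markers to 44525, 36138 and 43446 CPM by its construction. In library 2 that sum was 20152 CPM when thinned and 20132 CPM as a mean over cells. Both give each cell equal weight, while summed counts weight cells by depth. Deeper cells of library 2 therefore tended to have a smaller share of these markers, and why was not tested.

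Among the list medians, 30 of the 35 values stayed within their intervals. The immediate early list fell to 0.37 without cells with a UMI of another type, 0.28 when thinned and 0.34 as a mean over cells. Thinning raised the proliferation list to 0.89 and the migration and adhesion list to 0.99. The cause was not tested. Without genes at or under 3 counts in every library, the percentile of the proliferation list was 38.9, that of the NF-kB and B cell receptor target list 99.86 and that of the interferon list 96.1.

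The median log2 range over genes was 0.47 without cells with a UMI of another type and 0.47 as a mean over cells. It was 0.76, 0.52 and 0.36 with gene minimums of 1, 20 and 500 UMIs. The 90th percentile was 1.14 without cells with a UMI of another type, and 3.20, 1.38 and 0.86 with those minimums. The value of 3.20 equals the log2 ratio of the totals of libraries 2 and 3, which the 3-count limit gives to genes with almost no UMIs. TMM and DESeq2 size factors left both values within their intervals.

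The number of clusters was 8 at a resolution of 1.0 and 3 in each library clustered alone (3 in library 1, 3 in library 2 and 3 in library 3), and 5 under the other settings. The share of cells in clusters 4 and 5 was 41.7%, 2.41% and 54.2% in libraries 1, 2 and 3. It changed only where library 2 was clustered alone, to 4.24%, and where library 3 was clustered alone, to 59.1%. Over all cells, the adjusted Rand index against the main clusters was lowest at 0.39, at a resolution of 1.0. There it was 0.311 among the cells of clusters 1, 2 and 3 and 1 among those of clusters 4 and 5. With 1000 variable genes these values were 0.663 and 0.936. In library 2 alone, where the overall index was 0.675, the division of clusters 4 and 5 from the others also moved (0.703), as it did in library 3 alone (0.738 overall and 0.796). Among the cells of clusters 4 and 5 the index was 0.935, 0 and 0.699 in libraries 1, 2 and 3 alone. Library 2 alone therefore did not tell cluster 4 from cluster 5. Among the cells of clusters 1, 2 and 3 it was 0.041, 0.646 and 0.183. Libraries 1 and 3 held only 24 and 8 cells of cluster 1 and 0 of cluster 3. The share of cycling cells rose to 1.30%, 1.28% and 0.986% when 1 gene was enough, and in library 2 fell to 0 when thinned and to 0 when 3 genes were needed. Cell cycle genes had few UMIs in any library, which limits this last result.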

Other observations

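Of the tests below, these were chosen after the result was seen: equal numbers of cells, CTLA4 against LEF1, T cells, the depth of clusters 4 and 5, free RNA, PPBP and NKG7 per cell, doublets, and the depth of the parts of cluster 2. Thinning for the correlations and the clusterings without named genes or without cells with UMIs of other types were also added after the data were seen, but before their own outcome was known. The design gives no groups, so no biological explanation was tested against it, and the tests of the mix of cells below ask only about composition. Each library is a single preparation, and effects of its handling cannot be separated from effects in the patient's cells.

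Across genes, libraries 1 and 3 were closer to each other than either was to library 2, with Pearson correlations of 0.976 for libraries 1 and 3, 0.947 for libraries 1 and 2 and 0.930 for libraries 2 and 3. Depth per cell is a candidate explanation, and the first test of it went its way. With every cell thinned to 1000 UMIs, the correlation of libraries 1 and 3 was 0.917, no longer above the 0.923 of libraries 1 and 2. That test decides little, because library 2 still pooled many more cells and so had less noise. With 506 thinned cells drawn from each library in each of 50 draws, the lowest correlation of libraries 1 and 3 was 0.897. The highest was 0.872 for libraries 1 and 2 and 0.860 for libraries 2 and 3. Depth and cell number together therefore do not account for the pattern.

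A different mix of clusters could set library 2 apart. If it were the whole cause, libraries would be alike inside a cluster. Inside cluster 4, however, the log2 ratio of library 2 to library 1 followed the same ratio in the cells outside it (Spearman 0.383 across 2152 genes), and so did the ratio of library 2 to library 3 (0.393 across 1673 genes). The tenth of genes highest in library 2 over library 1 outside cluster 4 had a median log2 ratio of 0.72 there and 0.44 inside cluster 4. Free RNA from the main cells of library 2 would give such a relation, but it appears too small. In library 2, LEF1 had 0 UMIs in the 78 cells of clusters 4 and 5 against 120 CPM in the other clusters, which limits such RNA to 5.69% of that level. A shift shared by the cells of a library, technical or not, stays open, as does a finer mix inside cluster 4. Clustering of library 2 alone did not tell cluster 4 from cluster 5 (adjusted Rand index of 0 among their cells). Such a mix is therefore not excluded for the 64 cells of cluster 4 in library 2.

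CTLA4 and FMOD had UMIs mainly in library 2. Of the cells with a UMI of LEF1 or ROR1, 693 of 2417 in library 2 had a CTLA4 UMI (28.7%), against 0 of 255 in library 1 and 0 of 128 in library 3. FMOD was seen in 33.5%, 0.392% and 0.781% of them in libraries 2, 1 and 3. These cells are not alike, since 98.8% of those clustered were in clusters 1 and 3 in library 2, against 3.77% in library 1 and 4.17% in library 3. Inside cluster 2, CTLA4 had 5 UMIs in 3 of the 32 cells of library 2 (33.7 CPM, 10.9 to 78.7 CPM) and 0 UMIs in the 387 and 205 cells of libraries 1 and 3. FMOD had 33 UMIs there in library 2 (223 CPM), 2 in library 1 and 0 in library 3. Doublets with cells of cluster 1 or 3 are argued against for FMOD. Its 15 cells there had 0.995 times the median UMIs of the cells of cluster 1 with an FMOD UMI (0.912 to 1.18 over drawn cells), where doublets would be deeper. Its level was 2.50 times the 89.2 CPM of cluster 1 in library 2, which mixing with cells of cluster 1 would lower. The level does not argue against mixing with cells of cluster 3. FMOD stood at 181 CPM in cluster 3, inside the interval of cluster 2 over drawn cells (134 to 314 CPM). For cluster 3 only the depth argues against doublets, with a median of 4971 UMIs in these 15 cells against 5623 in its cells with an FMOD UMI. For CTLA4 the 3 cells, with 1.16 times the median UMIs, are too few to decide. Neither gene was tested against cells of cluster 1 or 3 wrongly placed in cluster 2. The depth cannot exclude such misplaced cells, and for cluster 3 the FMOD level cannot either, so they stay open for both genes. Fewer LEF1 expressing cells may lower CTLA4, but at the ratio of CTLA4 to LEF1 in library 2 there would have been 97.5 CTLA4 UMIs in library 1 and 35.1 in library 3. None was counted in either. A mix of other clusters with less CTLA4 per LEF1 UMI stays open.

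Clusters 4 and 5 differed from the other clusters in genes of the CLL surface list. LEF1 stood at 115, 91.0 and 142 CPM in clusters 1, 2 and 3 and at 0.545 and 0.874 CPM in clusters 4 and 5, each of which had 1 LEF1 UMI. EBF1, a B cell transcription factor, went the other way, at 0.0768, 0 and 1.30 CPM in clusters 1, 2 and 3 and 74.7 and 39.3 CPM in clusters 4 and 5. The direction was the same inside each library for LEF1, EBF1, ROR1 and CD200. LEF1 was at 104, 120 and 67.6 CPM in the other clusters of libraries 1, 2 and 3, and at 1.48, 0 and 0 CPM in clusters 4 and 5. EBF1 was at 0, 0.310 and 0 CPM in the other clusters and at 55.7, 57.0 and 68.7 CPM in clusters 4 and 5. The narrowest gap was that of CD200 in library 3, at 29.5 CPM (18.9 to 43.9 CPM) against 7.54 CPM (3.45 to 14.3 CPM). These genes took part in the clustering, but the cells matched to clusters 4 and 5 without them still had 0.0058 times the LEF1 level of the other cells. For ROR1 and CD200 the separation was weaker, at 23.3 against 95.7 CPM and 7.76 against 84.5 CPM. Low depth is argued against by the medians, since cells of clusters 4 and 5 had at least 1.13 times the UMIs of the others in each library. LEF1 is also a T cell gene, but CD3E, CD3D and CD3G summed to only 1.05 CPM in the other clusters of library 2, where LEF1 was at 120 CPM. In library 1 they were not higher in the other clusters (10.3 CPM) than in clusters 4 and 5 (14.1 CPM), although in library 3 they were (20.9 against 5.87 CPM). A hypothesis is that clusters 4 and 5 hold B cells outside the leukemic clone, although ROR1 stood at 33.8 CPM in cluster 4, with UMIs in 13.2% of its cells. The counts hold no immunoglobulin constant or variable genes to test it. IGLL5, of the lambda light chain locus, was higher in clusters 4 and 5 than in the other clusters, at 220 against 104 CPM in library 1, 246 against 28.0 CPM in library 2 and 99.7 against 51.6 CPM in library 3. It had UMIs in 17.0%, 2.89% and 11.3% of the cells of the other clusters, so it does not divide the cells cleanly, and the hypothesis stays open.

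The summed T cell, NK cell, monocyte and platelet markers were higher in libraries 1 and 3 than in library 2. The red cell, plasma cell and dendritic cell markers did not follow that order. Free RNA in the droplets may be the source of the monocyte genes. The share of cells with a UMI of LYZ, S100A8 or S100A9 was alike in clusters 2, 4 and 5, at 21.4%, 21.5% and 18.0% in library 1 and 16.6%, 16.4% and 17.8% in library 3, a gap of at most 3.49 percentage points. For NKG7 and PPBP the shares had a gap of at most 2.32 percentage points, but they rest on 5 to 30 cells per cluster and leave free RNA open, and the levels were higher in cluster 2, at 25.6 CPM for NKG7 against 8.17 and 5.25 CPM in clusters 4 and 5, and at 34.7 CPM for PPBP against 5.99 and 6.99 CPM. The NKG7 UMIs of library 1 were spread as free RNA would be, with 0% of the 32 UMIs in cells with 3 or more. In library 3, 2 cells held 50% of the 42 NKG7 UMIs, where chance would give 0.0561 such cells, and in library 2, 2 cells held 38.3% of 47. The PPBP UMIs were not spread by chance either. In library 1, 2 cells held 54.2% of the 48 PPBP UMIs, and in library 3, 8 cells held 70.2% of the 57. Chance would give 0.0377 and 0.136 cells with 3 or more. Platelets attached to or captured with B cells are a candidate source for the PPBP of these few cells. At least 3 of the 5 platelet markers were found in 1 cell of library 1 and 5 cells of library 3.

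At a resolution of 1.0, cluster 2 split mainly into a part with TNFRSF13B at 115 CPM and a part at 0.811 CPM, where it had 1 UMI. STAG3 went the other way, at 17.8 and 187 CPM, and LEF1 was high in both, at 105 and 79.5 CPM. The split was present inside libraries. In library 1, TNFRSF13B was at 125 CPM in 245 cells and 1.91 CPM in 141 cells, a ratio of 0.0153, and in library 3 it was at 79.5 CPM in 54 cells with 0 UMIs in 151 cells. Depth is unlikely as the cause, as the part without TNFRSF13B had 1.11 times the median UMIs of the other part in library 1. Clustering without TNFRSF13B again gave parts that differed in it, with a ratio of 0.0385. The part with TNFRSF13B also had more NKG7 (47.7 against 6.49 CPM) and PPBP (65.4 against 8.11 CPM), so RNA of other cells was weighed as a cause. Clustering without every cell that had a UMI of a T cell, NK cell, monocyte or platelet marker left 408 cells of cluster 2, and their main parts had TNFRSF13B at 99.1 and 6.95 CPM, a ratio of 0.0702. That cells of cluster 2 form more than 1 subpopulation is a hypothesis found and tested on the same data.

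Cluster 3 was seen in library 2 alone. MIR155HG stood at 327 CPM there, against 73.1 CPM in cluster 1. Its median depth of 5584 UMIs was higher than the 4682 of cluster 1, and no explanation of it was tested.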
